A study of Saccharomyces cerevisiae with 175 samples. Its data were reported in "Kar4 is required for the normal pattern of meiotic gene expression" (2023).

How the data were processed

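RNA was measured on 175 2-colour Agilent yeast arrays of 1 design. Per the file headers, the authors scanned the arrays and quantified the spots with Agilent Feature Extraction, without local background subtraction, with spatial and multiplicative detrending and with linear and LOWESS dye normalization inside each array. These steps were read from the headers of 169 arrays. The 6 starvation files hold a compact output of the same software. The deposited scanner files give the intensity of each spot in the Cy5 (red) and Cy3 (green) channels on a linear scale, and the processed intensities of both channels were used. The deposited table of the authors gives log2 ratios per gene and sample, and 113 of its columns were used as an alternative while 1 column was not used. That table holds 6221 gene names, all also on the arrays, and 842 blank cells in the columns used. Per the grid headers the spots were annotated on the sacCer2 build, and no coordinates were used.

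Each array has 15744 spots, of which 536 are controls and 15208 belong to 6256 probes with 2 or 3 spots each. The probes name 6225 genes by systematic name, and 29 genes have more than 1 probe. Of these names, 5737 were found in the reference gene table, which was used for names only. The study also named SAE3, for which no spot under its systematic name was found.

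The dyes were settled from the data and the methods. KAR4 was low in the Cy5 channel of kar4Δ/Δ arrays and not in the Cy3 channel, so Cy5 holds the sample and Cy3 the reference RNA, as the study's methods state and against the channel labels of the deposited records. All ratios are sample over reference.

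Spots marked as outliers by the scanner software were left out and control spots were not used. Both channels were floored at 350, the floor of the study's methods, and the log2 ratio of sample over reference was averaged from spots to probes and from probes to genes. The floor of 350 was above the lowest sample signal well above background on all arrays except 1. Arrays of the same strain and hour (rescans of a slide position and repeats on other slides) were averaged and counted as 1 sample. Repeats at the same slide position correlated across genes with a median r of 0.987 (44 pairs, lowest 0.663), and repeats on other slides with a median r of 0.940 (16 pairs, lowest 0.0208). A gene entered a comparison if its sample signal was above 350 in at least 1 of the strains for no fewer of the window's hours than not.

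Groups were taken from the sample titles. For each window the difference between the strains was taken hour by hour and tested against 0 with limma (version 3.58.1, lmFit and eBayes) in R 4.3.3 with statmod 1.5.0 and the package data.table (version 1.17.8). A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its mean difference was at least 2-fold. The windows, tests and the alternatives listed with them were fixed before the data were examined. Nothing in the labels says that the hours came from separate cultures, so the p-values measure only the spread between the hours of 1 course per strain, which may be technical. The differences between courses in the effect of KAR4 loss were tested on the double difference by hour. The starvation arrays were compared as 3 arrays against 3. Values after ± are SDs over the hours.

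A gene at or below the floor on all arrays of 1 strain in a window has only a bound there, and its change is given as at least N-fold, the mean ratio of the brighter strain against that of the other at the floor. The number of arrays limits the precision of all values.

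The hours were paired because strains at the same hour share the medium and its age. Same-hour deviations from the strain means correlated above 0.1 for every pair in the native courses at 1 to 3.5 h (lowest r 0.283), in the Pzev-IME1 Pzev-RIM4 courses at 1 to 3 h (lowest 0.405) and 6 to 12 h (lowest 0.266), and between Pzev-IME1 and native wild type (lowest 0.194). They did not for every pair in the other comparisons, where the hours share a number more than a measured deviation.

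The genes named in the text were chosen by a rule. It took KAR4, IME1, IME2, RIM4, RME1, UME6 and NDT80 in every comparison. It also took the 10 most negative and 10 most positive called genes with the same sign in every hour of each kar4Δ/Δ against wild type comparison (5 each way elsewhere), leaving out KAR4, driven genes and strain markers, up to 4 called members with the largest change of each list, and SPS2, GAS4, MEI5, SAE3, ECM11, GMC2, CDC5 and BMH1, which the study discussed. Fewer were named where the text would become long, some genes that lost their call under many alternatives were not taken as examples, and genes of the rule that turned direction under an alternative, with a call in one of the settings, were left out of the results after this was seen, except KAR4. Genes that turned without a call in either setting were kept. Those genes are given with their values in the part on alternatives. FRE1 with Pzev-IME1 at 6 to 13 h and some copper genes of the closing part lie outside the rule and were chosen after their values were seen.

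Of 16 gene lists, 15 were written from general knowledge of yeast genes before the tests: recombination and synapsis, Ndt80 targets of middle meiosis, spore wall and late sporulation, premeiotic replication and cohesion, meiotic regulators, mating and Kar4-Ste12 targets, haploid-specific genes, nitrogen catabolite repressed genes, amino acid biosynthesis, cytosolic ribosomal proteins, ribosome biogenesis, mitochondrial respiration, acetate use and gluconeogenesis, environmental stress response, and mitotic G1 and budding. The last list is the sheet of IME1-dependent genes that the authors deposited, with 137 names of which 135 were on the arrays, and it shares 25 genes with the recombination list. Lists were tested with camera of limma at a preset correlation and again with an estimated one. Of 239 tests, 111 were called at the preset correlation and 0 with the estimated one (lowest adjusted p = 0.723).

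On native arrays some spots had failed: both channels lay below 0.25 of the brightest spot of the same probe, for a median of 6.41% of spots in wild type and 5.94% in kar4Δ/Δ. They lay at the array ends (22.9% of spots there against 4.16% inside) and touched RIM4 on 11 of 21 wild type and 13 of 21 kar4Δ/Δ arrays. The other courses had medians under 0.1%. Leaving them out was an alternative chosen after seeing the data, as was leaving out arrays and hours that stood off: wild type with Pzev-IME1 at 1 h (1 array), kar4Δ/Δ with Pzev-IME1 at 13 h (1 array), kar4Δ/Δ with native promoters at 7, 10 and 14 h, wild type with native promoters at 1 h and kar4Δ/Δ with both genes under Pzev at 10 h.

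Within a pair of courses the strains' arrays without a repeat date were scanned on the same day. The reference channel correlated across genes with r from 0.997 to 0.999 between the strains of a pair and from 0.938 to 0.955 between pairs, so the pairs of courses may have used different reference RNA. After the results were seen, the sample and reference channels, floored at 350, were compared between courses as means of log2 signals over the hours. Within the window of every comparison of the courses the strains shared 0 slides. Slide was tested as a random block where the arrays without a repeat date of some strain spanned slides in the window, which they did not with Pzev-IME1 at 1 to 3.5 h and 14 to 16 h or between Pzev-IME1 and native wild type. The block could not be fitted with native promoters at 14 to 16 h or with both genes under Pzev at 1 to 3 h.

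Other alternatives were normexp background correction (offset 50) with loess, a floor of 100, no filter on low signals, a filter on signals well above background, median centring, only arrays without a repeat date, each strain relative to its own 0 h array, no pairing by hour, every second hour, each hour left out in turn, the brightest probe of a gene, no fold threshold and the authors' deposited table. The filter on signals well above background passed more genes than the main filter (5932 against 5196 in the native courses at 1 to 3.5 h).

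The test was checked on simulated data with 200 genes changed by known amounts in each comparison (67, 67 and 66 genes per size). Of genes changed by 1.5 on the log2 scale, 76.1% were recovered in the Pzev-IME1 courses at 14 to 16 h, 77.6% in the Pzev-IME1 Pzev-RIM4 courses at 1 to 3 h, 98.5% in the native courses at 1 to 3.5 h, 95.5% at 6 to 13 h and 94.0% at 14 to 16 h. With Pzev-IME1 the share was 92.5% at 1 to 3.5 h and 97.0% at 6 to 13 h, and with both genes under Pzev it was 97.0% at 6 to 12 h. It was 98.5% for Pzev-IME1 against native in wild type and 100% in kar4Δ/Δ, 94.0% and 98.5% for adding Pzev-RIM4 in wild type and kar4Δ/Δ, 98.5% and 97.0% for the double differences, and 94.0% for the starvation arrays. The most false calls in a comparison were 4. A moved list was called in 15 of 15 simulations and an unmoved one in 0 of 15. Whether these rates hold when genes or slides are correlated was not tested. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.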

Results

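Messenger RNA levels were measured on 2-colour microarrays in diploid budding yeast (Saccharomyces cerevisiae) during meiosis, in wild type and in kar4Δ/Δ strains that lack both copies of KAR4. Kar4 is a transcription factor of nuclear fusion in mating that is also required in meiosis. The series holds 175 arrays, each with the RNA of 1 sample in the Cy5 channel against a reference RNA in the Cy3 channel. Strains with the native promoters of IME1 and RIM4 were followed over 21 time points from 0 to 16 h in sporulation medium, with 42 arrays per genotype. Strains with IME1 under Pzev, a promoter switched on by estradiol, were followed over the same hours with 31 wild type and 27 kar4Δ/Δ arrays. Strains with both IME1 and RIM4 under Pzev were followed over 13 time points from 0 to 12 h with 13 arrays per genotype. A further 3 arrays per genotype are titled starvation, and 1 array holds a wild type time-zero control. The median intensity of the sample channel ranged from 404 to 2769 over the arrays of the courses, and the group medians of the share of spots well above background ranged from 91.7% to 98.4%. Each strain was represented by 1 course, so the hours of a window served as replicates, and the number of arrays limits the precision. In every window of the courses the strains compared shared no slide, so strain and slide could not be told apart.

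**Figure D1:**
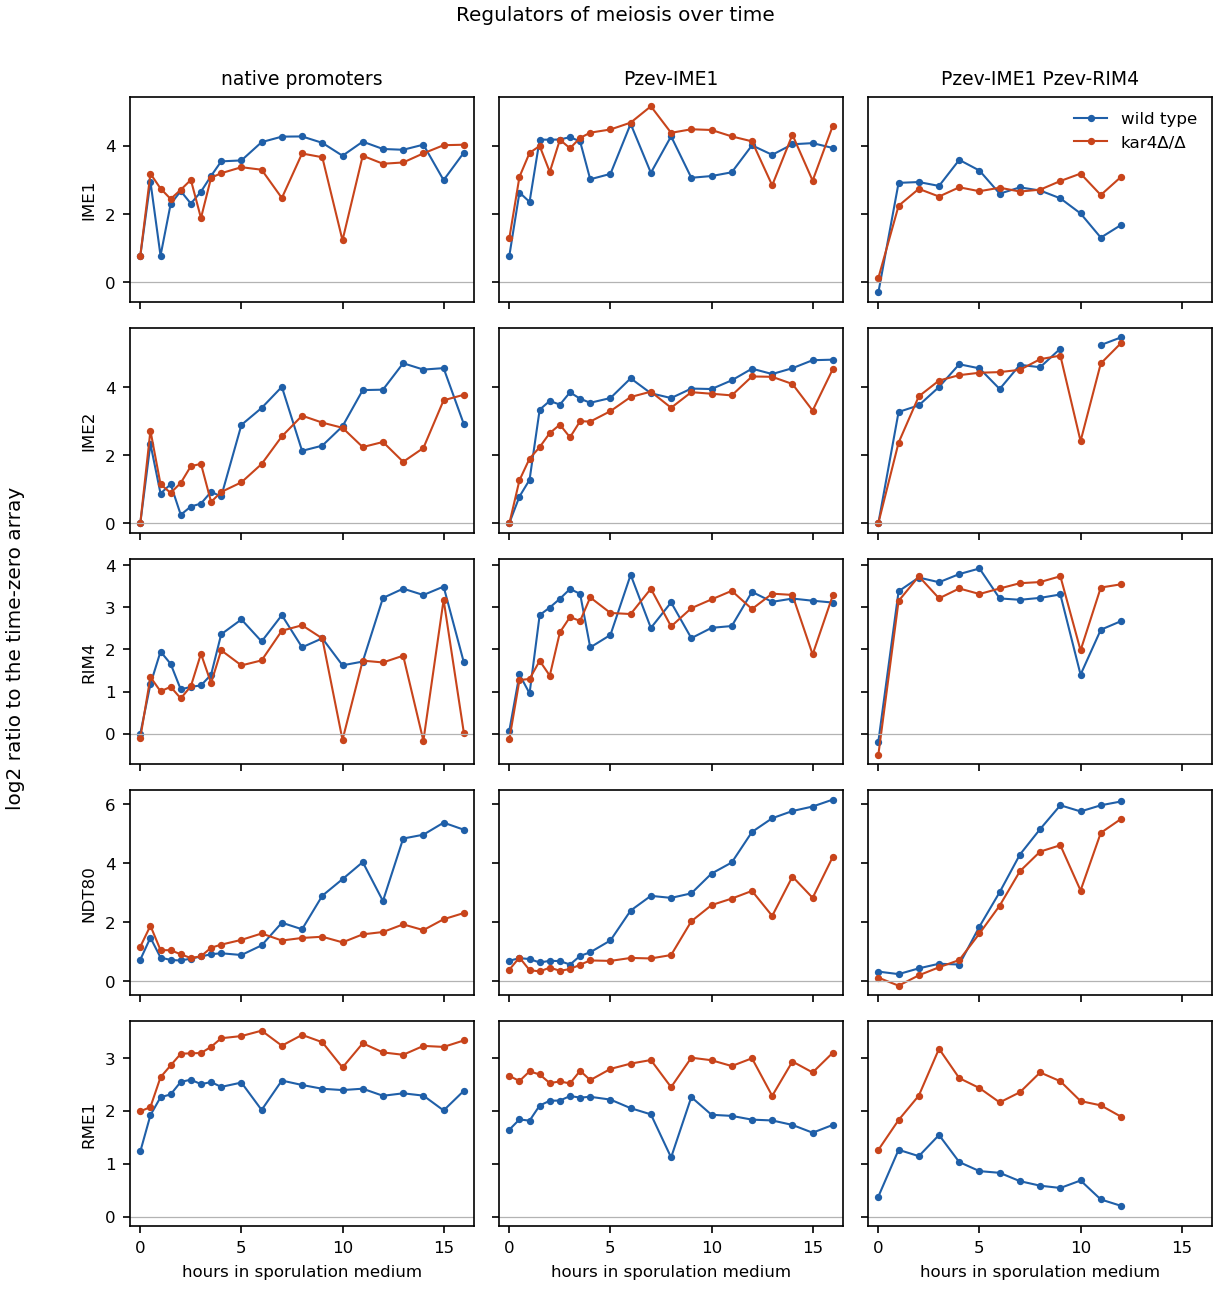
Log2 ratio of IME1, IME2, RIM4, NDT80 and RME1 to the wild type time-zero array (vertical axes) against hours in sporulation medium (horizontal axes), for wild type (blue) and kar4Δ/Δ (red) in the native, Pzev-IME1 and Pzev-IME1 Pzev-RIM4 courses, with 1 point per strain and hour except where no spot was left (IME2, wild type, 10 h, both genes under Pzev). NDT80 lay lower in kar4Δ/Δ late in each course, by 3.11 on the log2 scale at 14 to 16 h with the native promoters (kar4Δ/Δ minus wild type: -3.11 ± 0.25, n = 3 hours).

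The deleted and the driven genes were read first. In wild type with native promoters the mean KAR4 intensity over the hours from 1 h on was 1186, and in kar4Δ/Δ it was 46.3, at or below the floor of 350 on all 38 arrays. In the Pzev-IME1 courses the KAR4 intensity was 527 in wild type and 38.8 in kar4Δ/Δ, and with both genes under Pzev it was 1757 and 44.1. The KAR4 signals of these courses therefore followed their labels. IME1, the regulator of entry into meiosis, rose in wild type to a mean log2 ratio of 4.05 ± 0.20 over the time-zero array at 6 to 13 h with its native promoter (SD, n = 8 hours). Under Pzev it had already reached 3.89 ± 0.75 at 1 to 3.5 h (SD, n = 6 hours). RIM4, an RNA-binding repressor of translation in meiosis, stood at 3.56 ± 0.16 over the time-zero array at 1 to 3 h in wild type with both genes under Pzev (SD, n = 3 hours). The reference channel of the time-zero array correlated with those of the native courses at r = 0.930 and 0.937, of the Pzev-IME1 courses at 0.945 and 0.946 and of the courses with both genes under Pzev at 0.993, so ratios to it also carry differences of the reference.

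The early hours with native promoters compared kar4Δ/Δ with wild type at the start of meiosis. Of 5196 genes measured over 1 to 3.5 h, 6 were lower and 4 were higher in kar4Δ/Δ (changes of at least 2-fold with an adjusted p under 0.05 in limma). KAR4 itself was at least 3.74-fold lower (6 of 6 hours). The other genes that fell were both copies of the metallothionein gene, CUP1-1 (-2.33 ± 0.43; log2 kar4Δ/Δ minus wild type, mean ± SD over 6 hours, as in all values of this kind) and CUP1-2 (-2.33 ± 0.42), the subtelomeric COS12 (-1.25 ± 0.16), the allantoin permease gene DAL4 (-1.24 ± 0.63) and DCG1 (-1.22 ± 0.87). The genes that rose were the copper transporter genes CTR1 (2.22 ± 0.44) and CTR3 (1.1 ± 0.45), the ADP/ATP carrier gene AAC1 (1.19 ± 0.21) and REE1 (1.01 ± 0.25). The regulators of meiotic entry did not pass: IME1 differed by 0.34 ± 0.93 (adjusted p = 0.513) and by 0.01 without 1 h, the kinase gene IME2 by 0.50 ± 0.69, RIM4 by -0.19 ± 0.57 and UME6 by 0.20 ± 0.38. RME1, which encodes a repressor of IME1, was higher in 6 of 6 hours by 0.54 ± 0.10, with an adjusted p of 0.00228 but a change under 2-fold, and it turned to -0.22 relative to the strains' own 0 h arrays. RIM4 (0.13) and UME6 (-0.16) turned with a floor of 100.

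None of the 20 recombination and synapsis genes, 22 Ndt80 targets, 32 premeiotic replication genes or 13 spore wall genes measured in these hours rose or fell. Of 29 nitrogen catabolite repressed genes, 1 (DAL4) fell. Of the 106 genes on the authors' deposited sheet of IME1-dependent genes that were measured, none passed in limma, but 78 were below 0, with a list median of -0.0762, and the list passed camera with a preset correlation (adjusted p = 0.00648) and not with an estimated one (adjusted p = 0.723). The same holds for the spore wall list, with 11 of 13 genes below 0 and a median of -0.107 (adjusted p = 0.0279 and 0.723). That sheet of the authors was chosen by the study on these samples, so its counts are not independent evidence of a direction. At an unadjusted p under 0.05 limma marked 1550 of the 5196 genes. With the slide as a random block 0 genes passed, as with every second hour only. DCG1 stood at -0.60 once failed spots were left out and kept its call in 5 of 21 alternatives, and DAL4 in 11 of 21. Relative to the strains' own 0 h arrays 29 genes were lower and 4 higher, 6 of them shared with the 10, and COS12 (-0.06), AAC1 (0.67) and REE1 (0.60) did not pass.

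The next window, 6 to 13 h with native promoters, covers the hours in which the study looked for later Kar4 dependence. Of 5271 genes, 71 were lower and 13 higher in kar4Δ/Δ. KAR4 was at least 2.64-fold lower. Among the genes that fell were genes of spore formation and of the meiotic divisions: the dityrosine transporter gene DTR1 (-3.07 ± 2.13, n = 8 hours), the sporulation septin gene SPR28 (-3.0 ± 1.64), the monopolin gene MAM1 (-2.51 ± 1.37), the glucanase gene SPR1 (-2.44 ± 1.92) and PES4 (-2.29 ± 1.75), all lower in 8 of 8 hours. NDT80, the transcription factor gene of the middle phase of meiosis, fell by 1.30 on the log2 scale (-1.30 ± 1.14, 7 of 8 hours, adjusted p = 0.0209). IME1 was lower in 8 of 8 hours by -0.90 ± 0.80 (adjusted p = 0.0222), under the 2-fold threshold, and by 0.49 without doubted arrays and hours. RME1 was higher in 8 of 8 hours by 0.85 ± 0.31 (adjusted p = 0.00054), also under it, but by only 0.10 relative to the strains' own 0 h arrays, so most of this difference was there at 0 h.

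Of 33 recombination and synapsis genes measured, 11 fell and none rose (11 fell adjusted over the list alone). Those that fell include MEI4 (-2.08 ± 0.25) and REC114 (-1.81 ± 0.69), which encode proteins of double-strand break formation, ECM11 (-2.0 ± 0.42) and GMC2 (-1.56 ± 0.61), which encode proteins of the synaptonemal complex, and MEI5 (-1.79 ± 1.28), which encodes a partner of the recombinase Dmc1 and did not pass with a floor of 100 (-0.84). Of 35 Ndt80 targets, 18 fell and none rose (21 fell adjusted over the list alone), among them SPS2 (-3.01 ± 2.38), the polo-like kinase gene CDC5 (-1.49 ± 1.35) and GAS4 (-1.5 ± 1.31), a glucanosyltransferase gene of the spore wall. Of 21 spore wall genes, 6 fell and none rose (9 fell adjusted over the list alone), among them IRC18 (-2.79 ± 2.41) and LDS1 (-2.55 ± 2.09). The list medians were -0.84 for recombination, -1.14 for the Ndt80 targets and -0.90 for the spore wall. Each list passed camera with a preset correlation (adjusted p = 4.29e-11, 2.08e-08 and 0.000105), and each call was lost with an estimated correlation (adjusted p = 0.723 for all 3). On the IME1-dependent sheet of the authors, which is not independent evidence, 17 of 127 genes fell and none rose.

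Copper and iron genes moved again: CUP1-1 (-2.61 ± 0.85) and CUP1-2 (-2.66 ± 0.96) fell, while CTR1 (2.10 ± 0.78), the metal reductase gene FRE1 (1.96 ± 0.96) and the metal transporter gene FET4 (1.77 ± 0.73) rose. The amino acid permease gene AGP1 (1.48 ± 0.63) rose in 8 of 8 hours. The heat shock gene SSA4 (-1.16 ± 0.46) and DAL4 (-1.13 ± 0.66) fell. BMH1, a gene for a 14-3-3 protein, differed by -0.21 ± 0.19 (adjusted p = 0.0445). IME2 (-0.94 ± 1.35, adjusted p = 0.111), which passed without 8 h (-1.23, adjusted p = 0.0437), and RIM4 (-0.64 ± 0.87, adjusted p = 0.0936) did not pass with all hours of this window, in which RIM4 spots had failed on some arrays of both strains. Without 11 h NDT80 no longer passed (-1.14, adjusted p = 0.054), nor did CDC5 without 11 h (-1.34) or 12 h (-1.27), and with the slide as a random block 22 genes passed (15 lower, 7 higher), all among the 84. The 71 lower genes became 43 without 11 h and 46 without doubted arrays and hours.

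In the late hours, 14 to 16 h, 258 of 5268 genes were lower and 26 higher in kar4Δ/Δ with native promoters (n = 3 hours). NDT80 fell by 3.11 on the log2 scale (-3.11 ± 0.25, adjusted p = 0.00157) and RME1 rose by 1.03 ± 0.15. Among the largest falls were those of YPR078C (-6.59 ± 0.57), the hexose transporter gene HXT10 (-6.49 ± 0.37), RRT12 (-5.91 ± 1.03), DTR1 (-5.73 ± 0.83), the RNA-binding protein gene MIP6 (-5.31 ± 0.37) and the kinase gene SPS1 (-5.13 ± 0.43), all 3 of 3 hours. Of 41 Ndt80 targets, 35 fell and none rose, with a list median of -2.81. Examples are SPS18 (-4.87 ± 0.63), SPS2 (-4.47 ± 0.25), GAS4 (-3.92 ± 1.13) and CDC5 (-3.07 ± 0.32). Of 21 spore wall genes, 13 fell and none rose (14 fell adjusted over the list alone), including SPR2 (-4.88 ± 0.19), IRC18 (-5.06 ± 1.08) and the mannoprotein gene CWP1 (-4.87 ± 0.27). The membrane fusion gene SPO20 (-2.73 ± 0.62) fell as well. Both lists passed camera with a preset correlation (adjusted p = 2.61e-24 and 1.24e-08) and lost the call with an estimated one (adjusted p = 0.723 for both). In the recombination list 1 of 33 genes fell, the monopolin gene MAM1 (-3.70 ± 0.60), and 1 rose, RDH54 (1.25 ± 0.51), the latter not when adjusted over the list alone. As a list it was lower, with 25 of 33 genes below 0 and a median of -0.393 (adjusted p = 0.0043 in camera with a preset correlation, 0.723 with an estimated one). ECM11 (-0.60), GMC2 (-0.70) and MEI5 (-1.36) did not pass.

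Among 9 haploid-specific genes measured, those of the mating pheromone G protein, STE4 (-1.70 ± 0.25) and STE18 (at least 2.99-fold lower), fell, and of 14 mating genes 1 fell, the kinesin gene KAR3 (-1.59 ± 0.39). The S-phase cyclin genes CLB5 (-1.35 ± 0.25) and CLB6 (-2.13 ± 0.21) fell. The cohesin gene MCD1 (2.05 ± 0.33), the permease gene AGP1 (2.03 ± 0.16), FET4 (1.51 ± 0.07) and the bud neck kinase gene GIN4 (1.29 ± 0.02) rose. DAL4 (-2.30 ± 0.10) and SSA4 (-1.36 ± 0.31) fell. The median over all 5268 genes was 0.0993, and the changes above stand beside that shift. Without 15 h only 30 genes passed, all lower, NDT80 stood at -3.03 with an adjusted p of 0.063 and CDC5 at -2.91 with 0.0593, and RME1 did not pass without 15 h (0.95) or 16 h (1.07) or relative to the strains' own 0 h arrays (0.27). The 26 higher genes became 16 without 16 h and 11 with normexp correction. In the authors' deposited table, 144 genes passed.

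**Figure D2:**
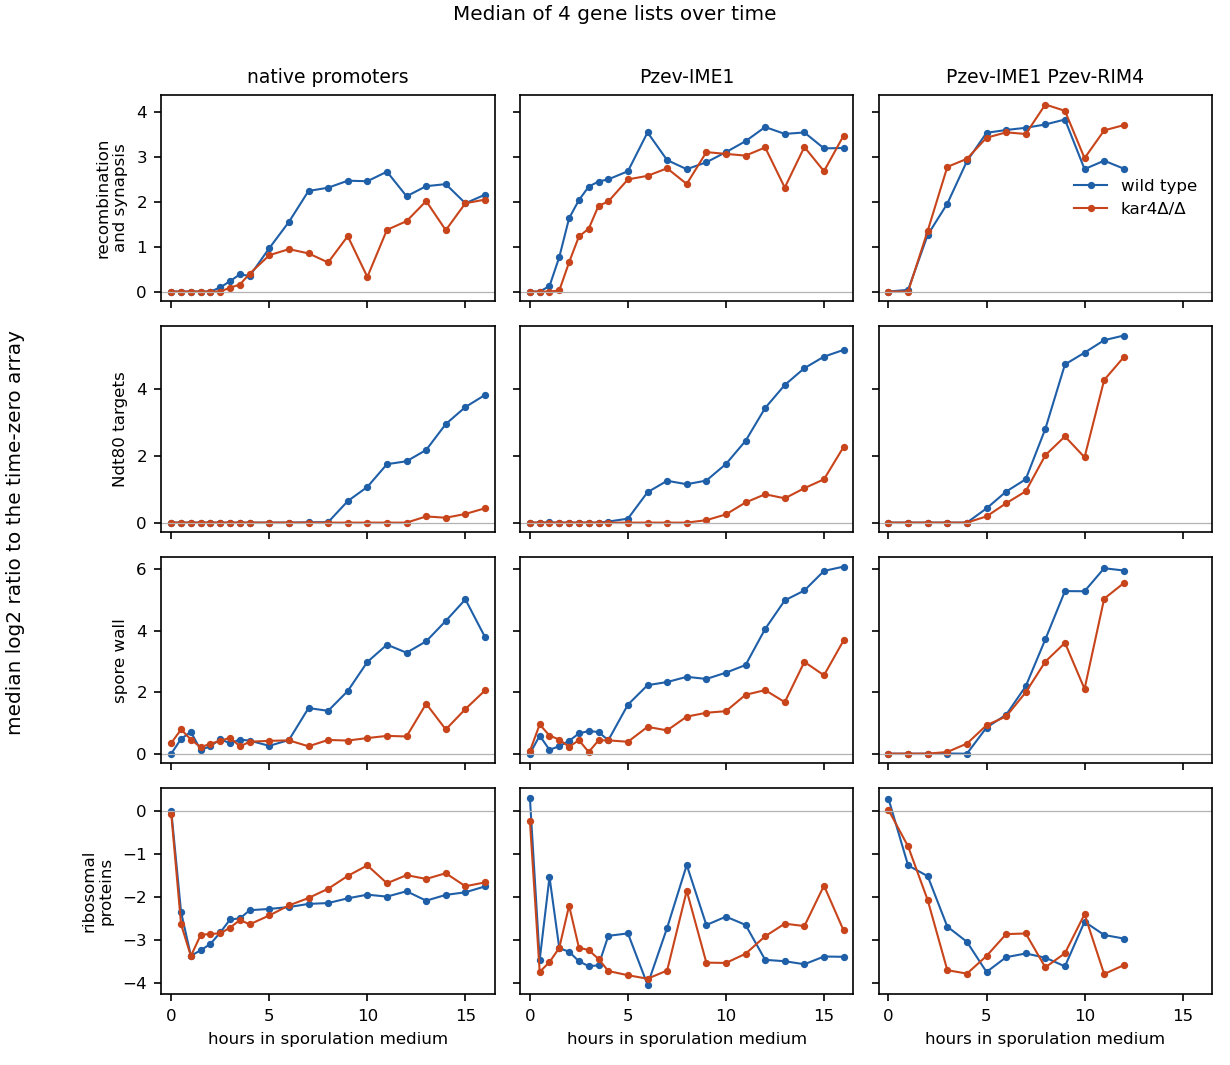
Median log2 ratio to the wild type time-zero array of the recombination and synapsis, Ndt80 target, spore wall and ribosomal protein lists (vertical axes) against hours in sporulation medium (horizontal axes), for wild type (blue) and kar4Δ/Δ (red) in the 3 pairs of courses, with 1 point per strain and hour. With native promoters the Ndt80 target median reached 3.82 in wild type and 0.428 in kar4Δ/Δ at 16 h.

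The time at which each list's median first stood at least 2-fold above the time-zero array at 2 consecutive sampled hours was read from each course. With native promoters the recombination list reached it at 6 h in wild type and 11 h in kar4Δ/Δ, and the spore wall list at 7 h and 15 h. The Ndt80 targets reached it at 10 h in wild type and not within 16 h in kar4Δ/Δ. With Pzev-IME1 the Ndt80 targets reached it at 7 h and 14 h, the spore wall list at 5 h and 8 h, and the recombination list at 2 h and 2.5 h. With Pzev-RIM4 added the Ndt80 targets reached it at 7 h and 8 h, and the recombination and spore wall lists at the same hour in both strains, 2 h and 6 h. The acetate use list reached it at 0.5 h in both strains with native promoters and with Pzev-IME1. Over all lists and courses, 20 pairs had an onset in both strains, later in kar4Δ/Δ in 9, at the same hour in 9 and earlier in 2. With a 4-fold threshold 8 pairs remained, later in 4, the same in 1 and earlier in 3. With 1 course per strain these hours have no test.

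Driving IME1 from Pzev asked whether the loss of KAR4 could be bypassed. Over 1 to 3.5 h, 25 of 5270 genes were lower and 98 higher in kar4Δ/Δ than in wild type. IME1 itself differed by 0.01 ± 0.79 (n = 6 hours), and by -0.27 without 1 h and -0.50 relative to the strains' own 0 h arrays. Genes that fell include those of meiotic recombination, the kinase gene MEK1 (-1.63 ± 1.1), SPO16 (-1.35 ± 0.76), HOP2 (-1.33 ± 0.90) and MEI5 (-1.32 ± 0.76), and the early meiotic gene SLZ1 (-1.24 ± 0.59), which encodes a part of the mRNA methylation complex. Of 32 recombination and synapsis genes, 9 fell and none rose (9 fell adjusted over the list alone), with a list median of -0.675, and of 37 replication genes 1 fell, the ribonucleotide reductase gene RNR1 (-1.03 ± 0.64), while 36 were below 0, with a median of -0.508. On the authors' IME1-dependent sheet, which is not independent evidence, 13 of 124 genes fell and none rose. The recombination and replication lists passed camera with a preset correlation (adjusted p = 5.34e-05 and 2e-10) and not with an estimated one (adjusted p = 0.723 for both). Genes of allantoin and GABA use also fell: the repressor gene DAL80 (-2.02 ± 0.96), DAL4 (-1.84 ± 0.38), DAL1 (-1.66 ± 0.34) and UGA4 (-1.45 ± 0.83), so that of 29 nitrogen catabolite repressed genes 5 fell and 2 rose.

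The genes that rose were led by the serine and threonine deaminase gene CHA1 (3.08 ± 0.29), the stress gene HSP30 (2.94 ± 0.47), CUP1-2 (2.53 ± 0.34), CUP1-1 (2.5 ± 0.30), PRR2 (2.47 ± 0.38) and ICY1 (2.25 ± 0.20), all 6 of 6 hours. The proline oxidase gene PUT1 (1.91 ± 0.09) and AGP1 (1.96 ± 1.05) rose, as did CAT8 (1.24 ± 0.69), which encodes an activator of gluconeogenic genes, and the daughter cell genes DSE1 (1.49 ± 0.42) and DSE3 (1.25 ± 0.38). Of 46 respiration genes 4 rose and none fell, CYC1 (1.26 ± 0.82) among them. Of 36 stress response genes 4 rose, with a list median of 0.287, which turned to -0.457 when each strain was set against its own 0 h array. Relative to their own 0 h arrays 95 genes were lower and 39 higher, of which 41 were shared with the 123. Among the genes named, HSP30 (0.80), PRR2 (0.22), CAT8 (0.27), DSE1 (0.67) and RNR1 (-0.67) did not pass in that setting. RIM4 differed by -0.74 ± 0.64 (adjusted p = 0.0338), RME1 by 0.49 ± 0.25, which turned to -0.52 in that setting, and KAR4 was at least 1.69-fold lower. With every second hour 0 genes passed. Without pairing by hour 10 genes were lower and 98 higher, and without 1 h 43 were lower.

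Over 6 to 13 h with Pzev-IME1, 90 of 5347 genes were lower and 47 higher in kar4Δ/Δ. NDT80 fell by 1.77 on the log2 scale (-1.77 ± 0.76, 8 of 8 hours, adjusted p = 0.000371). The largest falls were those of sporulation genes, SPS2 (-4.01 ± 0.77), SPS4 (-3.65 ± 0.72), SPR2 (-3.24 ± 1.00), the septin gene SPR3 (-3.15 ± 0.88), SSP2 (-2.91 ± 0.93), SPO19 (-2.90 ± 0.35), the chitin deacetylase gene CDA2 (-2.80 ± 0.85), SPS1 (-2.76 ± 1.34), SPS22 (-2.68 ± 0.98) and DTR1 (-2.67 ± 0.63), all 8 of 8 hours. Of 38 Ndt80 targets 26 fell and none rose (26 adjusted over the list alone), with a list median of -1.46, and of 21 spore wall genes 10 fell and none rose (11 adjusted over the list alone), with a median of -1.03. Both passed camera with a preset correlation (adjusted p = 1.00e-12 and 3.50e-05) and lost the call with an estimated one (adjusted p = 0.723 for both). GAS4 (-1.78 ± 0.60), MAM1 (-2.16 ± 0.80) and CDC5 (-1.47 ± 1.09) fell.

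Of 35 recombination genes 2 fell, MAM1 and REC114 (-1.12 ± 0.29), and 1 rose, while 27 were below 0, with a median of -0.343. This list passed camera with a preset correlation (adjusted p = 0.000154) and not with an estimated one (adjusted p = 0.723). In these hours GMC2 (-0.87 ± 0.38, adjusted p = 0.000502), ECM11 (-0.58) and MEI5 (0.09) did not pass. IME1 differed by 0.64 ± 0.95 (adjusted p = 0.105), IME2 by -0.22 and RIM4 by 0.18, while RME1 was higher in 8 of 8 hours by 0.94 ± 0.26 (adjusted p = 7.2e-05), under the 2-fold threshold except without 13 h (1.01), and stood at -0.07 relative to the strains' own 0 h arrays. Genes that rose include the formate dehydrogenase gene FDH1 (2.48 ± 0.42), CUP1-1 (2.15 ± 0.51), the kinase gene YPK2 (1.98 ± 0.33), CHA1 (1.86 ± 0.64), DSE1 (1.74 ± 0.40), ICY1 (1.70 ± 0.49), BDH2 (1.68 ± 0.70), PUT1 (1.48 ± 0.47) and the cyclin-dependent kinase inhibitor gene SIC1 (1.1 ± 0.16). FRE1 fell by 1.09 on the log2 scale (-1.09 ± 0.23), and SSA4 (-1.26 ± 0.45) and DAL4 (-1.35 ± 0.42) fell. Relative to their own 0 h arrays 230 genes passed, 93 of them shared with the 137, and CHA1 (0.57), BDH2 (0.39), DSE1 (0.92), SIC1 (0.81) and DAL4 (-0.82) did not.

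At 14 to 16 h with Pzev-IME1, 485 of 5388 genes were lower and 218 higher in kar4Δ/Δ (n = 3 hours), with a median over all genes of 0.142. KAR4 was at least 1.46-fold lower (adjusted p = 0.0708). NDT80 fell by 2.42 on the log2 scale (-2.42 ± 0.60) and RME1 rose by 1.23 ± 0.12. The largest falls were those of HXT10 (-5.03 ± 0.37), GAT4 (-4.97 ± 0.11), the chitinase gene CTS2 (-4.71 ± 0.31), the spore wall gene OSW1 (-4.69 ± 0.53), CWP1 (-4.63 ± 0.35), PFS1 (-4.53 ± 0.83) and the phosphatase subunit gene GIP1 (-4.31 ± 0.55). Of 42 Ndt80 targets 39 fell, with a median of -2.83, and of 21 spore wall genes 15 fell, with a median of -2.57. None of either list rose. Both passed camera with a preset correlation (adjusted p = 2.32e-23 and 2.96e-08) and lost the call with an estimated one (adjusted p = 0.723 for both). CDC5 (-2.32 ± 0.70), SPS2 (-3.15 ± 0.75) and SPS1 (-4.04 ± 1.04) are among them.

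Genes of haploid and mating cells fell as well: 4 of 10 haploid-specific genes, STE18 (-3.14 ± 0.33), the end-joining gene NEJ1 (-1.87 ± 0.34), STE4 (-1.81 ± 0.44) and the scaffold gene STE5 (at least 2.1-fold lower), and 5 of 16 mating genes, including PRM2 (-2.23 ± 0.19), KAR3 (-2.05 ± 0.17), PRM3 (at least 3.35-fold lower) and FUS2 (-1.32 ± 0.39). RFM1 (-1.41 ± 0.17) and HST1 (-1.25 ± 0.20), which encode partners in a repressor complex of middle meiotic genes, fell, as did the replication genes CLB5 (-1.54 ± 0.33), CLB6 (at least 4.78-fold lower) and MCM5 (-1.08 ± 0.07), the glutamine synthetase gene GLN1 (-1.91 ± 0.15) and DAL4 (-2.60 ± 0.17).

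Of 127 cytosolic ribosomal protein genes, 71 rose and none fell (71 adjusted over the list alone), with a list median of 1.05 that was 1.01 with each array centred on its median. RPS6B (1.80 ± 1.27) and RPS0A (1.56 ± 0.57) are examples. The list passed camera with a preset correlation (adjusted p = 4.28e-14) and not with an estimated one (adjusted p = 0.723). In the other windows of kar4Δ/Δ against wild type no ribosomal protein gene passed, and the list median was below 0 at 6 to 13 h (-0.281) and turned to 0.279 there when each strain was set against its own 0 h array. CHA1 (1.79 ± 0.41) and the lysine genes LYS1 (1.65 ± 0.22) and LYS9 (1.54 ± 0.17) rose. URA3, a marker gene, rose by 1.12 ± 0.52. By the paper's strain list it replaces a KAR4 copy in this kar4Δ/Δ strain, which is met15/+ where the wild type is lys2/+. Whether these markers moved the lysine genes was not tested. The 218 higher genes became 95 with no filter on low signals and 114 without 15 h, and relative to their own 0 h arrays 1097 genes passed, 597 of them shared with the 703, while CHA1 (0.50), RME1 (0.22), MCM5 (-0.76) and URA3 (0.89) did not pass.

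**Figure D3:**
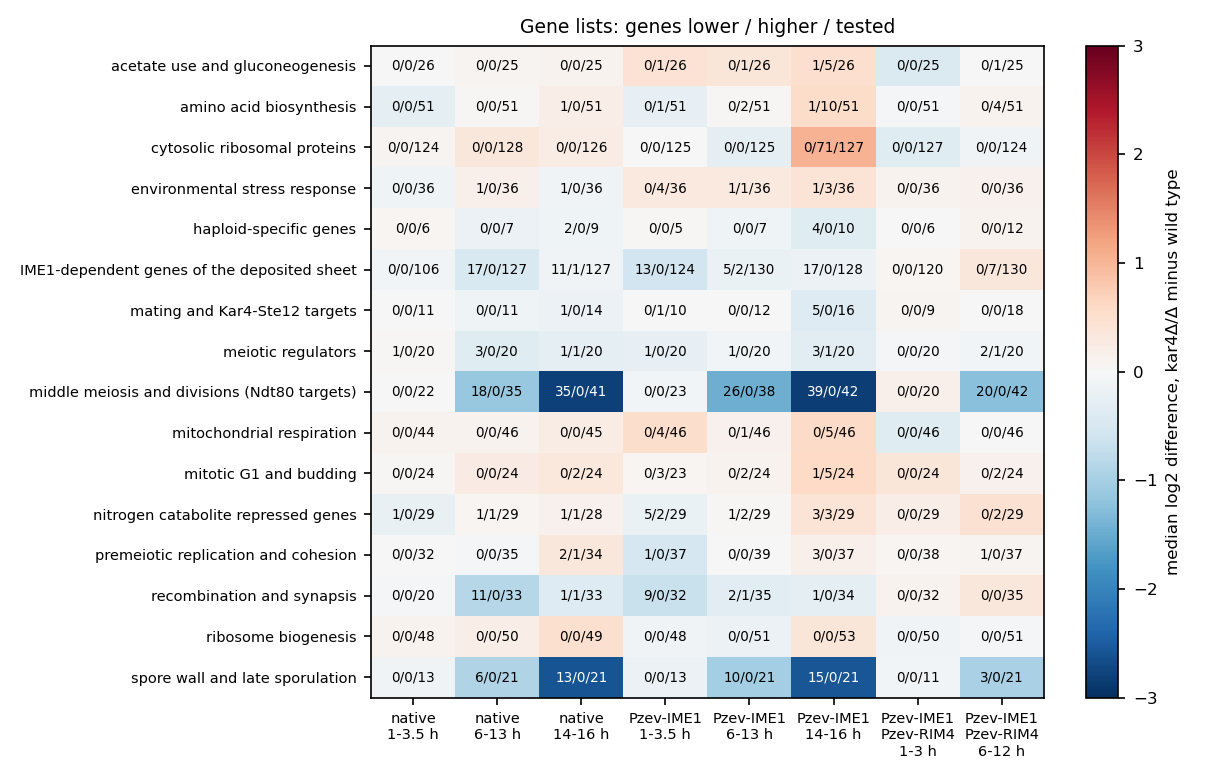
Median log2 difference, kar4Δ/Δ minus wild type, of the 16 gene lists (lines of the grid) in 8 windows (columns), as colour, with the number of genes lower, higher and tested written in each cell. The Ndt80 targets moved from 0 of 22 lower at 1 to 3.5 h to 35 of 41 lower at 14 to 16 h with native promoters, and to 39 of 42 lower with Pzev-IME1.

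Whether the effect of KAR4 loss itself differed between the native and Pzev-IME1 courses was tested on the double difference at 6 to 13 h, which passed for 81 of 5429 genes, 43 of them negative and 38 positive. The copper genes had the largest double differences, CUP1-2 (4.79 ± 0.85) and CUP1-1 (4.76 ± 0.75) above 0 and FRE1 (-3.04 ± 1.00) and CTR1 (-2.85 ± 1.1) below 0, all in 8 of 8 hours. Early meiotic genes whose fall in kar4Δ/Δ was smaller with Pzev-IME1 include ECM11 (1.43 ± 0.83) and MEI4 (1.29 ± 0.53). CWP1 (-1.59 ± 1.07) and HXT14 (-2.09 ± 1.21) had negative double differences, and FDH1 (2.20 ± 0.23), YPK2 (1.79 ± 0.38), CHA1 (1.64 ± 0.73) and the catalase gene CTT1 (1.42 ± 0.46) positive ones. Of 35 recombination genes 2 were positive and none negative, with a list median of 0.586 (adjusted p = 0.00589 in camera with a preset correlation, 0.723 with an estimated one), and of 38 Ndt80 targets 4 were negative and none positive. Of 128 ribosomal protein genes 11 were negative and none positive (18 negative adjusted over the list alone), with a median of -0.677. For NDT80 (-0.47 ± 1.26, adjusted p = 0.436), IME1 (1.55 ± 1.55, adjusted p = 0.0551), RIM4 (0.82 ± 1.15) and RME1 (0.09 ± 0.42) no difference between the backgrounds was called with all hours, but IME1 passed without 13 h (1.84, adjusted p = 0.0234). The count fell to 45 without 7 h, 48 without 9 h and 53 without 11 h and reached 139 without 13 h, and 15 genes passed with the slide as a random block, 2 negative and 13 positive. The 43 negative genes became 19 without 7 h, 21 without 9 h, 28 without 11 h, 82 without 13 h and 24 without pairing by hour, and the 38 positive ones 25 without 11 h. Relative to the strains' own 0 h arrays 151 genes passed, 38 of them shared with the 81, and CHA1 (0.23), CTT1 (0.68) and CWP1 (-0.83) did not.

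With both IME1 and RIM4 under Pzev, the question was whether the late defect was removed as well. At 1 to 3 h (n = 3 hours) limma called 0 of 5132 genes, with 683 at an unadjusted p under 0.05. RME1 differed by 1.11 ± 0.53 (adjusted p = 0.274), KAR4 was at least 2.81-fold lower (adjusted p = 0.274), and IME1 (-0.39), IME2 (-0.15) and RIM4 (-0.19) did not pass. Of the 16 lists none had a gene called. Adjusted over the list alone 2 of 25 acetate use genes were lower, 1 of 20 meiotic regulators lower and 1 higher, and 1 of 29 nitrogen catabolite repressed genes higher. Without 1 h, 77 genes passed, KAR4 and RME1 among them, and relative to their own 0 h arrays 171 passed.

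Over 6 to 12 h with Pzev-IME1 and Pzev-RIM4, 118 of 5393 genes were lower and 79 higher in kar4Δ/Δ (n = 7 hours). KAR4 was at least 5.21-fold lower and RME1 rose by 1.73 ± 0.28 (7 of 7 hours, adjusted p = 4.26e-05). NDT80 fell by 1.05 on the log2 scale (-1.05 ± 0.78, 7 of 7 hours, adjusted p = 0.0123), but stood at -0.78 without 10 h and at -0.998 without 9 h and was then under the 2-fold threshold. Of 42 Ndt80 targets 20 fell and none rose (22 adjusted over the list alone), with a list median of -1.26, and of 21 spore wall genes 3 fell and none rose (5 adjusted over the list alone), with a median of -0.976. Both passed camera with a preset correlation (adjusted p = 4.39e-09 and 0.00073) and not with an estimated one (adjusted p = 0.723 for both). Genes that fell include PFS1 (-2.12 ± 1.76), OSW1 (-2.04 ± 1.48), CWP1 (-2.03 ± 1.1), HIM1 (-2.01 ± 1.66), CTS2 (-1.98 ± 1.46) and the B-type cyclin gene CLB1 (-1.73 ± 1.23). SPS2 (-1.65 ± 2.25, adjusted p = 0.0884), GAS4 (-1.08) and CDC5 (-0.96 ± 0.68, adjusted p = 0.0106) did not pass, although CDC5 did without 11 h (-1.09) or 12 h (-1.13).

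Of 35 recombination genes none passed in this course, and ECM11 (0.45), GMC2 (0.62) and MEI5 (0.33) had values above 0. On the authors' IME1-dependent sheet, which is not independent evidence, 7 of 130 genes rose and none fell. IME1 (0.63 ± 0.64, adjusted p = 0.0399), RIM4 (0.55 ± 0.28, adjusted p = 0.00601) and UME6 (0.81 ± 0.53) were higher by less than 2-fold. Genes that rose include MCD1 (2.46 ± 0.41), the cysteine transporter gene YCT1 (2.18 ± 0.55), the carbonic anhydrase gene NCE103 (1.82 ± 0.35), the tryptophan gene TRP4 (1.75 ± 0.47), GAP1 (1.5 ± 0.56), the proline regulator gene PUT3 (1.35 ± 0.46) and the bud neck kinase gene HSL1 (1.05 ± 0.25). Without 9 h, 119 genes passed. The 118 lower genes became 185 without 6 h, 47 without 9 h, 62 without 10 h and 76 with no filter on low signals, and with the slide as a random block 10 passed, all among the 197, of which only 1 was lower, so nearly all of the lower genes lost their call. Without pairing by hour 71 passed, 3 lower and 68 higher. Relative to the strains' own 0 h arrays 547 passed, 142 of them shared with the 197, and RME1 (0.85), NDT80 (-0.84), PUT3 (0.61), GAP1 (0.34) and HSL1 (0.91) did not.

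The double difference between the Pzev-IME1 Pzev-RIM4 and Pzev-IME1 courses at 6 to 12 h passed for 189 of 5446 genes, 107 negative and 82 positive. Of 35 recombination genes 10 were positive and none negative, among them REC114 (1.76 ± 1.05), GMC2 (1.5 ± 0.72) and MAM1 (1.31 ± 0.96). SPO19 (2.33 ± 1.1) and UME6 (1.18 ± 0.70) were positive too. FDH1 (-2.51 ± 0.64), BDH2 (-2.47 ± 0.72), YPK2 (-2.24 ± 0.59) and DSE1 (-1.99 ± 0.55) were negative. KAR4, at the floor in both kar4Δ/Δ strains, had a double difference of -1.49 ± 0.34 because its wild type level was higher with Pzev-RIM4. For NDT80 (0.51 ± 1.16, adjusted p = 0.314) no difference between the courses was called, 1 of 42 Ndt80 targets was positive and none was negative, so the counts of genes lower in each course do not by themselves show that adding Pzev-RIM4 changed this effect. With the slide as a random block 8 genes passed, 7 negative and 1 positive, and without pairing by hour 123, and the 82 positive genes became 52 without 11 h. Relative to the strains' own 0 h arrays 562 genes passed, 101 of them shared with the 189, and DSE1 (-0.30) did not.

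**Figure D4:**
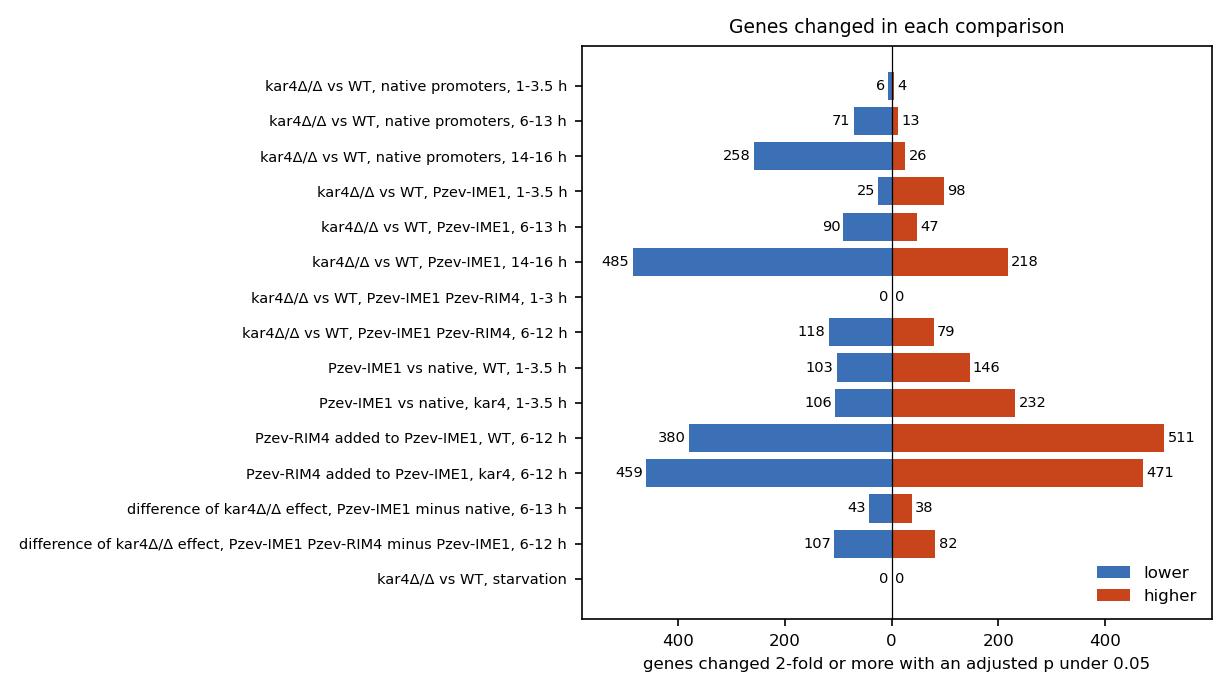
Number of genes changed at least 2-fold with an adjusted p under 0.05 in each comparison (horizontal axis), lower to the left in blue and higher to the right in red, with the counts written beside the bars. With native promoters the genes lower in kar4Δ/Δ went from 6 at 1 to 3.5 h to 71 at 6 to 13 h and 258 at 14 to 16 h.

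The genes lower in kar4Δ/Δ overlapped between courses. At 6 to 13 h, 44 genes were lower both with native promoters and with Pzev-IME1, where independent lists of these sizes would share 1.11. At 14 to 16 h, 249 genes were lower in both, against 23.5 for independent lists. Between the Pzev-IME1 and Pzev-IME1 Pzev-RIM4 courses 40 lower genes were shared, against 1.89. Of higher genes 2, 7 and 5 were shared in these pairs. These pairs of courses share no arrays. By the study's rule for Kar4 dependence (a mean at least 2-fold lower in kar4Δ/Δ), 22 of the 135 IME1-dependent genes measured were lower at 6 to 13 h with native promoters and 0 at 1 to 3.5 h. By the same rule 5 were lower at 6 to 13 h with Pzev-IME1 and 2 at 6 to 12 h with Pzev-RIM4 added. Counted over 1 to 3.5 h or 6 to 13 h the rule gave 22 genes with native promoters and 18 with Pzev-IME1.

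Early genes stood higher with Pzev-IME1 than with the native promoter in the first hours. In wild type at 1 to 3.5 h, 146 of 5315 genes were higher and 103 lower with Pzev-IME1 than with the native promoter (log2 Pzev-IME1 minus native, n = 6 hours). IME1 rose by 1.58 ± 0.32, IME2 by 2.49 ± 1.11 and RIM4 by 1.40 ± 1.23, the last of which stood at 0.91 once failed spots were left out. IME1 did not pass with a floor of 100 (0.61). RIM4 did not pass when any one of 1.5, 2, 2.5, 3 and 3.5 h was left out (1.22 to 1.45). Of 32 recombination genes 17 rose and none fell (19 adjusted over the list alone), with a median of 1.29, for example MEK1 (3.33 ± 1.75), MEI5 (2.78 ± 1.45), SPO16 (2.70 ± 1.56) and the meiotic cohesin gene REC8 (3.10 ± 1.40). Of 37 replication genes 8 rose, for example PDS5 (1.57 ± 0.74). On the authors' IME1-dependent sheet 50 of 124 genes rose and none fell, but the sheet was chosen on Pzev-IME1 induction. RNP1 (3.39 ± 1.47), PHO92 (3.06 ± 0.98), which encodes a reader of methylated mRNA, and SLZ1 (2.17 ± 1.05) rose. Of 29 nitrogen catabolite repressed genes 9 fell and 2 rose, with DAL4 (-2.30 ± 0.60), DAL5 (-1.97 ± 0.61) and UGA4 (-1.85 ± 0.58) among those that fell. Of 51 amino acid biosynthesis genes 11 fell (13 adjusted over the list alone), for example ARG8 (-1.63 ± 0.62) and MET3 (-1.63 ± 1.07), and of 26 acetate use genes 6 rose, for example CIT3 (1.71 ± 1.15) and ACS1 (1.59 ± 1.21). The recombination and replication lists passed camera with a preset correlation (adjusted p = 5.15e-07 and 0.000241) and not with an estimated one (adjusted p = 0.723 and 0.749).

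In kar4Δ/Δ the same comparison gave 232 higher and 106 lower genes of 5308, but 11 higher and 1 lower with the slide as a random block. IME1 rose by 1.25 ± 0.51 and IME2 by 1.32 ± 0.59, and RIM4 differed by 0.84 ± 0.45 (adjusted p = 0.0034), under the 2-fold threshold. Of 29 recombination genes 12 rose and none fell, with REC8 (2.14 ± 1.27), HOP1 (1.94 ± 0.92), MEI5 (1.83 ± 1.23) and MEK1 (at least 4.13-fold higher) among them. Of 36 stress response genes 8 rose and of 26 acetate use genes 10 rose. The native and Pzev-IME1 arrays were scanned on different days, so that promoter, day and reference RNA could not be told apart. The reference channel was at least 2-fold apart in the direction that makes the ratio for 46 of the 146 higher and 20 of the 103 lower genes in wild type, and for 77 of 232 and 21 of 106 in kar4Δ/Δ, beside medians over all genes of -0.502 and -0.418 in that channel. The sample channel moved the way of the ratio by under 2-fold, or against it, for 84 of the 146 and 134 of the 232 higher genes, and against it for 33 and 53. The recombination list stood 1.47 higher in the sample channel in wild type and 0.676 in kar4Δ/Δ, against medians over all genes of -0.489 and -0.405. In the authors' deposited table the median over all genes was 0.131 in wild type and 0.152 in kar4Δ/Δ, and 374 and 512 genes passed, of which 22.7% and 16.2% were lower, against 41.4% and 31.4% here.

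Adding Pzev-RIM4 to Pzev-IME1 was compared at 6 to 12 h in each genotype (log2 with Pzev-RIM4 minus without, n = 7 hours). In wild type 511 of 5387 genes were higher and 380 lower. NDT80 rose by 1.77 ± 0.81 (2.51 in the sample channel). KAR4 rose by 2.95 ± 0.33, to which both channels added: its sample signal was 1969 against 474 and its reference signal 389 against 801. The ratios of IME1 (-1.43 ± 0.74) and RME1 (-1.31 ± 0.40) were lower, but the sample channel differed by 0.248 and -0.160 and the reference channel by 1.68 and 1.15, so that no fall of IME1 or RME1 in the samples is shown. RIM4 itself differed by -0.09 ± 0.76 in these hours, in which it was also high without Pzev-RIM4. Of 42 Ndt80 targets 35 rose and none fell (37 adjusted over the list alone), for example MIP6 (3.17 ± 1.78), PES4 (2.94 ± 1.99) and CDC5 (2.67 ± 1.28), and of 21 spore wall genes 12 rose and 2 fell, for example LDS1 (3.19 ± 1.69). PHM6 (4.45 ± 1.32), SMA1 (3.43 ± 1.54) and OSW1 (3.38 ± 1.94) had the largest rises among genes with a name. Mating genes rose as well, 8 of 17, with PRM2 (2.01 ± 1.57) and FUS2 (1.66 ± 0.88). Of 26 acetate use genes 18 had lower ratios and none higher ones, among them CIT3 (-3.80 ± 0.70), CIT2 (-3.34 ± 0.67) and ACS1 (-2.43 ± 0.68), with list medians of -0.744 in the sample channel and 0.739 in the reference channel. The reference channel was at least 2-fold higher for 221 of the 380 lower genes and at least 2-fold lower for 33 of the 511 higher ones. For 326 of the 380 lower and 126 of the 511 higher genes the sample channel did not move 2-fold the same way.

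In kar4Δ/Δ 471 of 5394 genes were higher and 459 lower with Pzev-RIM4. NDT80 rose by 2.28 ± 0.96 (3.43 in the sample channel). The ratio of IME1 was lower (-1.66 ± 0.47), with 0.559 in the sample channel and 2.22 in the reference channel. Of 42 Ndt80 targets 34 rose and none fell (35 adjusted over the list alone), and of 35 recombination genes 12 rose and none fell. SPS4 (4.91 ± 1.79), SPS2 (4.01 ± 1.53), CDC5 (3.0 ± 1.77), GAS4 (2.29 ± 1.38), ECM11 (1.94 ± 0.49) and GMC2 (1.92 ± 0.49) rose. Of 26 acetate use genes 20 had lower ratios, for example CIT3 (-4.12 ± 0.32) and CIT2 (-3.67 ± 0.57), with list medians of -1.55 in the sample channel and 0.538 in the reference channel. The reference channel was at least 2-fold higher for 229 of the 459 lower genes and at least 2-fold lower for 39 of the 471 higher ones, and for 350 and 174 of them the sample channel did not move 2-fold the same way. In both genotypes the Ndt80 and acetate lists passed camera with a preset correlation, with adjusted p values from 4.29e-11 to 2.67e-07, and not with an estimated one (adjusted p = 0.723 for each). The Ndt80 targets stood 2.46 higher in the sample channel in wild type and 2.37 in kar4Δ/Δ, against medians over all genes of 0.128 and 0.173. Here too the courses differ in scan day and in the reference channel, which could not be told apart from the added promoter.

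The starvation arrays compared the strains before meiosis, 3 arrays labelled kar4Δ/Δ against 3 labelled wild type. The KAR4 intensity did not follow the labels. It was 1056 and 1344 on the arrays labelled wild type 1 and 2 but 98.6 on the array labelled wild type 3, and it was 66.7 and 51.7 on the arrays labelled kar4Δ/Δ 4 and 6 but 360 on the array labelled kar4Δ/Δ 5. The reference channel gave 1034 for KAR4 on the array labelled wild type 3, near its 1105 and 1092 on the other arrays labelled wild type, but 334 and 249 on the arrays labelled kar4Δ/Δ 5 and 6. By the labels, limma called 0 of 4970 genes, with 719 at an unadjusted p under 0.05, and KAR4 differed by -0.05 (adjusted p = 0.962). IME1 (0.55), RME1 (0.35), NDT80 (-0.16) and BMH1 (0.23) did not pass. The stress response list had a median of 0.483 (adjusted p = 2.78e-08 in camera with a preset correlation, adjusted p = 0.723 with an estimated correlation). The labels were kept as given, so no direction between the strains is drawn from these arrays. Outlier spots made up 14.4% and 14.6% on the arrays labelled kar4Δ/Δ 5 and 6 and 1.95% to 2.74% on the others.

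**Figure D5:**
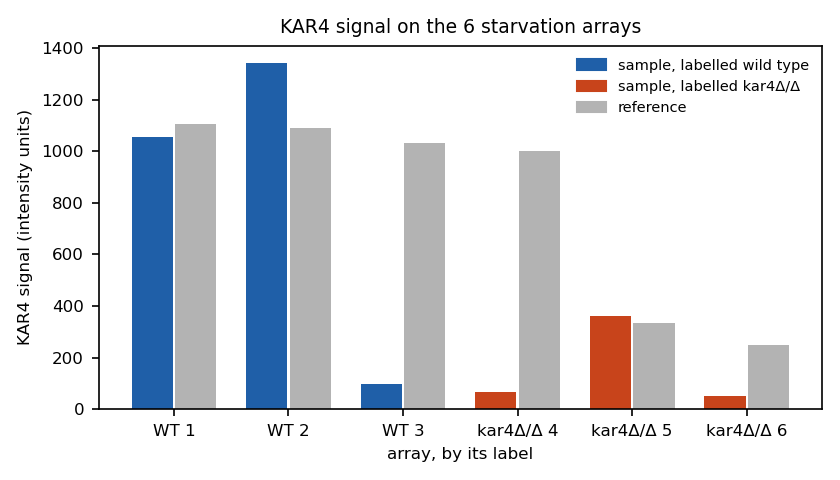
KAR4 intensity in the sample channel (blue, labelled wild type; red, labelled kar4Δ/Δ) and in the reference channel (grey) of the 6 starvation arrays, 1 bar per channel. The array labelled wild type 3 has a sample signal of 98.6 and the array labelled kar4Δ/Δ 5 one of 360.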

Values the study reported

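The study reported 236 genes that rose more than 2-fold after IME1 was induced, and it took 136 of them as IME1-dependent. Of these, 9 genes were strongly expressed in the earlier hours with native promoters and 38 in a later wave. For 25 genes it reported a defect of at least 2-fold in kar4Δ/Δ.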

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

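Of the tests in this part, those of the copper genes and of the KAR4 spots on the starvation array were chosen only after the result was seen.

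Single hours stood apart from the others in 7 of the 61 sets of hours looked at for the 7 regulator genes, and chance sets apart about 1 in 20 such sets. With both genes under Pzev, NDT80 differed between kar4Δ/Δ and wild type by -2.68 at 10 h and -1.35 to -0.456 at other hours (mean -1.05, without 10 h -0.777). The kar4Δ/Δ array of that hour also stood off its neighbours. In the same array set, the effect of adding Pzev-RIM4 in kar4Δ/Δ was -1.40 for IME2 at 10 h, against 0.643 to 1.43 at the other hours, and -1.21 for RIM4, against 0.0783 to 1.05. Between Pzev-IME1 and native wild type, RIM4 differed by -0.990 at 1 h and by 1.16 to 2.28 at the other hours, so that its mean of 1.40 became 1.88 without 1 h. NDT80 differed there by -0.273 at 3 h and by -0.0847 to -0.0119 at the others. On adding Pzev-RIM4 in wild type, IME2 changed by -0.315 at 6 h, against 0.837 to 1.18, and RME1 by -0.534 at 8 h, against -1.72 to -1.22.

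The effect of KAR4 loss differed between backgrounds for 81 genes between Pzev-IME1 and native promoters and for 189 genes between Pzev-IME1 Pzev-RIM4 and Pzev-IME1. In the latter the double differences of KAR4 (-1.49) and UME6 (1.18) passed among the regulators. UME6, which encodes a repressor of early meiotic genes that Ime1 turns into an activator, differed between kar4Δ/Δ and wild type by 0.813 at 6 to 12 h with both genes under Pzev and by -0.371 with Pzev-IME1.

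Exchanging the strains within hours asked how often another split of the hours calls as many genes as the real one. It says nothing of chance between cultures or slides, since each strain had 1 course and shared no slide with the other within a window. No other split called as many genes as the real one where there were enough hours. A steady offset of course or slide would do the same, so the cause is not decided. Another split came near for the first double difference (75 against 81). With native promoters it called 10 genes at 1 to 3.5 h (highest other split 2) and 84 at 6 to 13 h (highest other 7). With Pzev-IME1 it called 123 at 1 to 3.5 h (highest other 30) and 137 at 6 to 13 h (highest other 46), and with both genes under Pzev 197 at 6 to 12 h (highest other 0). Pzev-IME1 against native called 249 in wild type (highest other 177) and 338 in kar4Δ/Δ (highest other 0). Adding Pzev-RIM4 called 891 in wild type (highest other 10) and 930 in kar4Δ/Δ (highest other 6). The double differences called 81 (highest other 75) and 189 (highest other 1), and with the slide as a random block 15 and 8. For 14 to 16 h with native promoters (284, highest other 0) and with Pzev-IME1 (703, highest other 0), and for 1 to 3 h with both genes under Pzev (0 in all 4 splits), the splits were too few for a share under 0.05. The same holds for the starvation arrays, where all 10 splits called at least the 0 genes of the labels and the highest other called 1.

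KAR4 on the starvation arrays went against the labels of arrays 3 (98.6 in the sample channel, labelled wild type) and 5 (360, labelled kar4Δ/Δ). Failed spots on array 3 are argued against, since the reference channel there was 0.936 of that of array 1. An exchange of the labels of arrays 3 and 5 may explain the signals and could not be told apart from other causes: the arrays correlated highest as 2 with 4 (r = 0.970), 1 with 3 (0.920) and 5 with 6 (0.826), and the differences 3 minus 1, 4 minus 2 and 6 minus 5 within these pairs correlated across genes from 0.0138 to 0.397, where an exchange needs all of them above 0.1. Arrays 5 and 6 held 14.4% and 14.6% outlier spots and KAR4 reference signals of only 334 and 249, beside which 360 is barely over the floor, and this limits that test. The design gives no biological explanation that was tested here.

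In kar4Δ/Δ the copper gene CUP1-1 was lower with native promoters (-2.33, -2.61 and -2.64 in the 3 windows) and higher with Pzev-IME1 (2.5, 2.15 and 1.66, the last 0.617 relative to the strains' own 0 h arrays). More copies of CUP1 in one strain of the native courses are argued against, because CTR1, which cells induce at low copper, differed by 0.5 or more, and by more than its SD, against CUP1-1 in 3 of 3 windows. More copies of CUP1 in one strain of the Pzev-IME1 courses stay open, since CTR1 did so in 0 of 3 windows, with differences smaller than their SDs. An effect of KAR4 loss that does not depend on the background is argued against by the double difference of 4.76. Different copper supply of the cultures may explain the pattern and could not be told apart from an effect that depends on the background: CTR1 and FRE1 both moved against CUP1-1 in 4 of the 6 windows, and each strain had 1 course.

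The 98 genes higher in kar4Δ/Δ at 1 to 3.5 h with Pzev-IME1 already had a median difference of 0.972 at 0 h, when 46.9% of them differed 2-fold, and 1.26 at 0.5 h. The difference at 0 h correlated with that at 0.5 h at r = 0.660 over the 123 genes and 0.665 over all 5270. This argues against an error of the 0 h arrays alone. The wild type 0 h array correlated with its repeats at only r = 0.227 and 0.253. The first arrays of both hours lay on 1 slide per strain, so offsets of slides, or of cultures before estradiol, could give the median of 0.972. The 25 lower genes, with MEK1, SPO16 and HOP2 among them, had a median of 0 at 0 h, which the floor gives for genes not yet expressed, so whether this extends to them is open. Whether the earlier difference came from KAR4 loss, the cultures or the slides was not tested.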

How the results depend on the processing

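Of the alternatives in this part, leaving out failed spots and leaving out doubted arrays and hours were chosen only after the result was seen. For the results named here, the cause of a change under an alternative was not tested unless it is stated.

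Setting each strain against its own 0 h array moved several counts. Native 1 to 3.5 h gave 33, Pzev-IME1 230 at 6 to 13 h and 1097 at 14 to 16 h, both genes under Pzev 171 at 1 to 3 h and 547 at 6 to 12 h, Pzev-IME1 against native wild type 415, and the double differences 151 and 562. In this setting the 0 h value of each strain enters every hour, so its error is shared by all hours, and differences already present at 0 h are taken out. It also turned lists. The acetate list turned to -0.241 (native 1 to 3.5 h), -0.0637 and 0.0129 (Pzev-IME1 6 to 13 h and 14 to 16 h, in the latter by the direction of its test) and -0.335 (both genes under Pzev, 6 to 12 h). The ribosomal protein list turned to 0.279 (Pzev-IME1 6 to 13 h), -0.0818 and 0.257 (both genes under Pzev, 1 to 3 h and 6 to 12 h). The stress list turned to -0.457, -0.543 and -0.599 (Pzev-IME1, the 3 windows), -0.255 (both genes under Pzev, 1 to 3 h), -0.225 (Pzev-IME1 against native, kar4Δ/Δ), 0.137 and 0.322 (Pzev-RIM4 added, wild type and kar4Δ/Δ) and -0.38 (double difference with native). The ribosome biogenesis list turned to 0.299 and 0.279 (Pzev-IME1 1 to 3.5 h and 6 to 13 h), 0.441 and 0.582 (both genes under Pzev, 1 to 3 h and 6 to 12 h), 0.115 (Pzev-IME1 against native, kar4Δ/Δ) and -0.67 (Pzev-RIM4 added, wild type). The respiration list turned to -0.079 and -0.0706 (Pzev-RIM4 added, wild type and kar4Δ/Δ) and -0.184 (double difference with native). KAR4 turned to 0.0937 with native promoters at 6 to 13 h and to 0.872 and 1.08 with Pzev-IME1 at 1 to 3.5 h and 14 to 16 h.

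Genes of the naming rule that turned direction, with a call in one of the settings, were left out of the results after this was seen, KAR4 aside. Relative to the strains' own 0 h arrays these were, with Pzev-IME1 at 1 to 3.5 h, SPI1 (-0.485), AIM17 (-0.326), VID24 (-0.381), ALD3 (-0.351) and DSE4 (-0.0267), at 6 to 13 h SPI1 (-0.773) and AIM17 (-0.684), and at 14 to 16 h CIT2 (-0.393). They were also MEP2 with both genes under Pzev at 6 to 12 h (-0.321), SER3 (-0.319), SPI1 (-0.710), CYC7 (-0.443) and MET17 (1.61) between Pzev-IME1 and native kar4Δ/Δ, SPI1 (0.322) and ATP4 (0.470) on adding Pzev-RIM4 in kar4Δ/Δ, SPI1 in the first double difference (-0.766), and DSE4 (0.0329) and MEP2 (-0.583) in the second. In the authors' deposited table SUN4 turned with native promoters at 6 to 13 h (-0.352), CTS1 (-1.64), COX17 (-0.142) and NOP13 (-0.234) at 14 to 16 h, DMC1 with Pzev-IME1 at 6 to 13 h (-0.537), RPL37A between Pzev-IME1 and native wild type (0.249), and RPL37A (0.404) and RPS17B (0.0980) in kar4Δ/Δ. With a floor of 100 SPO23 turned in the first double difference (0.140). Genes kept in the results without a call in either setting turned too. With Pzev-IME1 at 6 to 13 h these were IME2 (0.348, floor of 100), RIM4 (-0.308, every second hour) and MEI5 (-0.956, authors' table), with both genes under Pzev at 1 to 3 h RIM4 (0.115, own 0 h) and IME2 (0.227, without 1 h), at 6 to 12 h MEI5 (-0.00732, without 6 h), on adding Pzev-RIM4 in wild type RIM4 (0.471, no repeat dates), in the first double difference NDT80 (0.266) and RME1 (-0.168, both own 0 h), and those named with the results.

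Every second hour only, which leaves fewer hours, gave 0, 6 and 30 genes in the native windows, 0 for Pzev-IME1 at 1 to 3.5 h, 57 with both genes under Pzev at 6 to 12 h, 0 for Pzev-IME1 against native wild type, and 5 and 52 for the double differences.

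With the slide as a random block, native 1 to 3.5 h gave 0 genes, native 6 to 13 h 22, both genes under Pzev at 6 to 12 h 10, Pzev-IME1 against native kar4Δ/Δ 12, and the double differences 15 and 8. Where it could not be fitted or was not run is given with the processing.

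Without the replicate block, so with hours not paired, both genes under Pzev at 6 to 12 h gave 71 genes and the second double difference 123. It moved no other total by more than 1.5 times, but with Pzev-IME1 at 1 to 3.5 h it left 10 lower genes against 25, and in the first double difference 24 negative genes against 43. Of 752 values of genes of the naming rule, 56 lost their call without the pairing, 1 gained one and none of the called ones turned.

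Without a fold threshold the counts were 497, 1674 and 1362 (native), 2083, 2038 and 2641 (Pzev-IME1), 1855 (both genes under Pzev, 6 to 12 h), 2360 and 2888 (Pzev-IME1 against native), 2641 and 3165 (Pzev-RIM4 added), and 732 and 1327 (double differences), since smaller changes then pass.

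The authors' deposited table gave 144 genes for native 14 to 16 h, 374 and 512 for Pzev-IME1 against native in wild type and kar4Δ/Δ. For both genes under Pzev at 1 to 3 h, normexp gave 1 gene and a floor of 100 gave 1. Normexp put 67.3% of the genes of the second double difference below 0, against 56.6%. Without doubted arrays and hours the first double difference gave 50. No list was called with an estimated correlation (0 of 239 tests, against 111 at the preset one), and with a 4-fold threshold 23 list and course pairs had an onset.

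Leaving out 1 hour in turn gave 8 to 11, 57 to 93 and 30 to 292 genes for native promoters, 119 to 140, 125 to 155 and 584 to 781 for Pzev-IME1, 0 to 77 and 119 to 292 for both genes under Pzev, 208 to 337 and 313 to 379 for Pzev-IME1 against native, 780 to 1033 and 873 to 988 for Pzev-RIM4 added, and 45 to 139 and 131 to 218 for the double differences. The starvation arrays gave 0 to 54, the latter without the array labelled kar4Δ/Δ 4.

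Some counts of 1 direction moved by more than 1.5 times where the total did not. Native 6 to 13 h gave 8 higher genes with normexp and 20 in the authors' table, against 13, and 46 lower ones without doubted arrays and hours, against 71. Native 14 to 16 h gave 11 higher genes with normexp and 44 relative to its own 0 h arrays, against 26. Pzev-IME1 at 6 to 13 h gave 56 lower genes with every second hour, against 90. At 14 to 16 h it gave 95 higher genes with no filter, 99 with the filter on signals well above background, which passed more genes, 137 with arrays without a repeat date only and 114 with every second hour, against 218. Both genes under Pzev at 6 to 12 h gave 52 higher genes with normexp, against 79, and 76 lower ones with no filter and 62 without doubted hours, against 118. Every second hour gave 152 higher genes between Pzev-IME1 and native kar4Δ/Δ, against 232. Adding Pzev-RIM4 in wild type gave 292 higher genes with every second hour and 306 with the slide block, against 511, and in kar4Δ/Δ 281 with the slide block, against 471. Of the double differences the first gave 25 positive genes with normexp and with arrays without a repeat date only, against 38, and the second 52 with normexp, against 82. The other totals stayed within 1.5 times of those reported. The floor of 350 limits the depth: changes of genes below it on 1 side are bounds.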

Other observations

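None of the tests in this part was chosen only after the result was seen, while the genes given as examples were picked from the naming rule afterwards.

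With Pzev-IME1 at 14 to 16 h, 10 of 51 amino acid biosynthesis genes were higher in kar4Δ/Δ and 1 lower, for example ILV2 (1.41 ± 0.07), and 5 of 26 acetate use genes were higher and 1 lower, for example IDP2 (1.1 ± 0.51), SFC1 (1.06 ± 0.32) and JEN1 (1.06 ± 0.65). Of 46 respiration genes 5 were higher and none lower, for example QCR2 (1.33 ± 0.44) and CYT1 (1.20 ± 0.24). Of 24 mitotic G1 and budding genes 5 were higher and 1 lower, for example DSE1 (1.51 ± 0.75) and GIC2 (1.09 ± 0.14). Of 36 stress response genes 3 were higher and 1 lower, among them GRE2 (1.16 ± 0.10) and SOD2 (1.09 ± 0.10), with a list median of 0.421 that turned to -0.599 relative to the strains' own 0 h arrays. Of 29 nitrogen catabolite repressed genes 3 were higher, among them AGP1 (1.57 ± 0.35) and PUT1 (1.32 ± 0.15), and 3 lower. No ribosome biogenesis gene of 53 passed. Of the genes named here DSE1 (0.70), GIC2 (0.77) and GRE2 (0.22) did not pass relative to the strains' own 0 h arrays, nor did IDP2, SFC1, CYT1 and PUT1, which were then just under 2-fold.

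With native promoters the amino acid, acetate, respiration and ribosome biogenesis lists held at most 1. With both genes under Pzev at 6 to 12 h, 4 of 51 amino acid genes were higher in kar4Δ/Δ, among them TRP4 (1.75 ± 0.47) and ILV2 (1.04 ± 0.37), as were 2 of 24 mitotic G1 genes, RSR1 (1.22 ± 0.20) and HSL1 (1.05 ± 0.25), and 1 acetate use gene, SIP4 (1.11 ± 0.76). Of 20 meiotic regulators 2 were lower and 1 higher there, NDT80 and KAR4 against RME1.

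With native promoters ribosomal protein genes were higher in kar4Δ/Δ as a list at 6 to 13 h, with 126 of 128 above 0 and a median of 0.346, although none passed alone (camera adjusted p = 7.28e-14, adjusted p = 0.723 with an estimated correlation). Amino acid genes were lower as a list at 1 to 3.5 h, with a median of -0.263 (adjusted p = 1e-09, adjusted p = 0.723 with an estimated correlation).

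MET17, a marker gene of the strains, is among the amino acid genes counted with Pzev-IME1 at 14 to 16 h and with both genes under Pzev at 6 to 12 h. LEU2, another marker gene, was lower with Pzev-IME1 than with native promoters in wild type (-1.35 ± 0.23) and kar4Δ/Δ (-1.35 ± 0.38), by 0.81 and 0.46 relative to the strains' own 0 h arrays.

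The time at which the replication and cohesion list rose was read from the courses too. Its median stayed under 2-fold in all native and Pzev-IME1 courses and reached it at 3 h in both strains with both genes under Pzev. Relative to the strains' own 0 h arrays it was also reached with Pzev-IME1, at 5 h in wild type and 4 h in kar4Δ/Δ. The mating list and the ribosome biogenesis list had no such hour in wild type with native promoters.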
